A study of Mus musculus with 4 samples. Its data were reported in "Stress granule assembly impairs macrophage efferocytosis to aggravate allergic rhinitis in mice" (2025).

How the data were processed

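The data are 4 single-cell RNA-seq libraries of CD45+ cells that had been isolated from nasal mucosa of C57BL/6 mice, 1 library for each of the groups Vehicle, Vehicle-OVA, Ribavirin and Ribavirin-OVA. OVA is ovalbumin, the allergen of the allergic rhinitis model. Ribavirin is an antiviral drug, and the series describes its use as a spray against viruses that live in the nose. The study's text describes the comparison of control with OVA mice. Per the labels, nasal mucosa was digested with hyaluronidase, collagenase I and DNase I, CD45+ cells were enriched with magnetic beads (the series text names fluorescence-activated sorting in place of beads), and droplets were formed on a 10x Chromium instrument with poly-A primed, UMI-tagged cDNA. How many mice went into a library is not stated in the labels.

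For each library the authors deposited a matrix of integer UMI counts per gene and cell barcode, written by Cell Ranger 5.0.0 per the file headers, for called cells only, with no normalization. The genome build and annotation behind the counts are not stated. The same 27998 genes are listed in every library, no immunoglobulin segment or constant gene is among them, and 121 genes share their symbol with another identifier (these were kept apart by identifier and matched no list). Transcript length, GC content and the positions of G3bp1 and Lrp1 (GRCm38) were taken from GENCODE M21, which may not be the authors' annotation, and 98.7% of the gene identifiers matched (27645 genes).

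From the deposited counts, cells were kept with at least 200 genes, at least 500 UMIs and under 10% mitochondrial UMIs. Doublets were marked per library by Scrublet's procedure (simulated doublets, nearest neighbours, a threshold at the minimum between the modes of the simulated scores), written in Python, with an expected rate of 0.4% per 1000 barcodes. The threshold marked 5.85% of the passing cells of Vehicle, 1.39% of Vehicle-OVA, 3.52% of Ribavirin and 0.749% of Ribavirin-OVA, against expected rates of 11.3%, 7.66%, 8.56% and 4.12%, so that doublets remain among the cells kept. Marked cells were removed. Counts were scaled per cell and log-transformed, 2000 variable genes and 30 principal components were used, a graph of 15 nearest neighbours was weighted by shared neighbours, and the 4 libraries were clustered together by the Leiden algorithm at resolution 1.0, with no batch correction.

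Clusters were named from marker genes fixed before the data were examined. Each cluster was scored for each class by the mean log2 fold of that class's markers over the mean of the other clusters, and the best class was its name. A marker counted as detected at 2-fold and in at least 10% of the cluster's cells. A cluster stayed unnamed with under 3 detected markers, with more markers of another class than its own among its top 10 genes by fold, or with few UMIs and no marker among them. The scoring rule and its thresholds were set after an exploratory clustering had been seen, and 3 naming rules were tried. The first took the leading genes of a cluster over the mean of the other clusters. It had left a macrophage-like cluster of the OVA libraries unnamed in an earlier clustering, which prompted the change to leading genes over all other cells, the rule used. The third, drafted after a large cluster with high Siglecf stayed unnamed, took the best class only among classes with 3 detected markers. The first and the third were kept as alternatives. In the final clusters the first gave the same names as the rule used, and the third moved cluster 2 (7902 cells) into the neutrophil-like class. Classes are written with "-like" because they are rebuilt here, and differences from the cell naming of the study can come from that.

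UMIs were summed per class and library and expressed as CPM, the count of a gene scaled to a common total of UMIs. With 1 library per group there was no test across samples and no p-value. Sums of UMIs have exact Poisson 95% intervals, shares of cells exact Clopper-Pearson 95% intervals, and ratios of 2 CPM values exact conditional binomial 95% intervals. Ratios over single genes across a class used a pseudocount of 1 CPM, on genes with at least 50 UMIs over the 4 libraries. The share of cells with a G3bp1 UMI was taken after thinning each cell to 1000 UMIs, leaving out shallower cells. Gene lists were fixed before the data were examined (interferon-stimulated, stress granule, efferocytosis, IL-4-responsive macrophage and dissociation stress genes). Of each list the median log2 ratio over genes with at least 20 UMIs is given, with its percentile among 10000 random lists whose genes were drawn from the 100 genes nearest in mean expression. Mx2, on the interferon list, and Qki were not found under these symbols and are not reported here.

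Genes were named by a rule of size fixed before the data were examined. For each of 4 pairs of libraries in neutrophil-like, macrophage-like and T cell-like cells, it took the 3 genes with the largest and the 3 with the smallest CPM ratio (pseudocount 1 CPM). These genes had at least 50 UMIs in the higher library and a higher CPM there than all other cells of that library. Mitochondrial and ribosomal protein genes were left out, and no immunoglobulin or T cell receptor segment gene was listed to leave out. Genes that the study's text names, the listed genes and sex-linked genes could be named whatever their values.

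The comparisons were OVA against no OVA, within vehicle and within ribavirin, and ribavirin against vehicle, without and with OVA. Alternatives listed before the data were examined changed the mitochondrial limit to 5% or 20%, the cell filter to 1000 UMIs and 500 genes or to none, kept the doublets, changed the resolution to 0.5 or 2.0, clustered each library on its own, left mitochondrial, ribosomal and haemoglobin genes out of CPM, averaged single-cell CPM, or assigned classes from marker UMIs of single cells (at least 2 UMIs of C1q genes, of Csf3r, Cxcr2 and Il1r2, or of CD3 genes, with cells passing several rules left out). Whether a value moved was judged against its 95% interval (for a ratio of shares the large-sample interval of the log ratio, for a list median the range of 2000 Poisson draws, for a correlation Fisher's transformation). Added after the data had been seen were a minimum of 2000 UMIs, leaving out cells over 50000 UMIs, the other naming rules, a correction for transcript length, and the use of single-cell marker UMIs for the shares of classes and the gene lists. The results searched for opposite OVA directions under vehicle and ribavirin were also widened, after the first values had been seen, to the ILC2-, cDC- and pDC-like shares, further macrophage genes, the gene lists, and the ribavirin directions without and with OVA in macrophage-like cells. The steps that compute ratios were tested on simulated data: Poisson counts were drawn for the real genes from their means over the 4 libraries at the sizes of the Vehicle-OVA and Vehicle libraries, with 200 genes changed by 4-fold up or down. In neutrophil-like cells (10550 genes) 92% of the changed genes were called past 2-fold and 0.01% of the unchanged genes, and the intervals covered 96% of the planted values. In macrophage-like cells (12278 genes) the values were 91%, 0% and 98.5%, and in T cell-like cells (11812 genes) 95%, 0.06% and 97%.

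Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, python-igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9.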

Results

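To examine the leukocytes of the nasal mucosa in allergic rhinitis, single-cell RNA sequencing had been performed on CD45+ cells (CD45 is a surface protein of leukocytes) of C57BL/6 mice. The mice were given vehicle or ribavirin, an antiviral drug, each without or with ovalbumin (OVA), the allergen of the model, which gave the 4 groups Vehicle, Vehicle-OVA, Ribavirin and Ribavirin-OVA with 1 library each. There were no replicates, so no difference could be set against the spread between mice and none was tested. The intervals given are 95% intervals that cover counting error only. The deposited UMI counts held 28277 cells and 171873110 UMIs for Vehicle, 19143 cells and 102796247 UMIs for Vehicle-OVA, 21401 cells and 168064152 UMIs for Ribavirin, and 10311 cells and 91742940 UMIs for Ribavirin-OVA. The median depth per cell was 4335, 3389, 4952 and 4565 UMIs in that order. The shallowest cell had 1782 UMIs in Ribavirin and 500 or 501 UMIs in the other libraries. The share of cells with at least 10% mitochondrial UMIs ranged from 5.18% in Ribavirin to 14.3% in Ribavirin-OVA. After filtering, 24223, 17254, 19564 and 8751 cells were kept. Xist, which is transcribed from the inactive X chromosome, was found at 627 to 900 CPM in the 4 libraries, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 to 2 UMIs each per library.

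To see which leukocytes were present in each group, the cells of the 4 libraries were clustered together. This gave 35 clusters, which were named from marker genes into 15 classes, with clusters 2, 28 and 33 left unnamed. Neutrophil-like cells made up 15.4% (14.9 to 15.9) of the cells of Vehicle and 58.7% (58.0 to 59.5) of Vehicle-OVA. They made up 22.7% (22.1 to 23.2) of Ribavirin and 18.1% (17.3 to 18.9) of Ribavirin-OVA. The neutrophil-like share was therefore higher with OVA under vehicle (log2 ratio 1.93) and lower with OVA under ribavirin (-0.32). Of the alternatives, clustering each library on its own moved this result most, to log2 ratios of 0.43 and -1.07. The cells of neutrophil-like clusters 1 and 9 came to 90.3% and 90.1% from Vehicle-OVA, so that these clusters are mostly that library. The unnamed cluster 2, led by Siglecf, Ltc4s and Igfbp6, held 14.5% of Vehicle, 6.42% of Vehicle-OVA, 11.5% of Ribavirin and 11.9% of Ribavirin-OVA. Of the listed neutrophil and eosinophil markers, Mmp9 and Siglecf were among its leading genes. With this cluster added to the neutrophil-like class the log2 ratios were 1.12 and -0.19.

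Macrophage-like cells made up 11.8% (11.4 to 12.2) of Vehicle, 14.95% (14.4 to 15.5) of Vehicle-OVA, 11.02% (10.6 to 11.5) of Ribavirin and 19.99% (19.2 to 20.8) of Ribavirin-OVA. The direction of the vehicle pair (log2 ratio 0.34) did not hold up. It was reversed with a mitochondrial limit of 5% (-3.52) or 20% (-0.36), with no filter on cells (-0.0006), with doublets kept (-0.38), at resolution 0.5 (-0.40), and when macrophage-like cells were taken from single-cell C1q UMIs (-1.23). The ribavirin pair (0.86) was reversed with the 5% limit (-2.22). The main macrophage-like clusters were split by OVA. Cluster 5, led by Cxcl13, held 9.32% of Vehicle and 8.68% of Ribavirin against 0.365% of Vehicle-OVA and 0.777% of Ribavirin-OVA. Cluster 6, led by Ccl24, Arg1 and Retnla, held 0.0909% and 0.332% of the libraries without OVA against 13.9% and 17.9% of those with OVA.

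T cell-like cells fell from 21.1% (20.6 to 21.6) of Vehicle to 7.20% (6.82 to 7.60) of Vehicle-OVA, and from 17.6% (17.1 to 18.2) of Ribavirin to 15.7% (14.9 to 16.4) of Ribavirin-OVA. The size of these differences depended on the clustering. The log2 ratio under vehicle was -1.55, against -6.62 with each library clustered on its own, -5.45 with a mitochondrial limit of 20%, -4.92 at resolution 0.5 and -4.48 with no filter on cells. That under ribavirin was -0.17, against -3.11 with no filter on cells, and it was reversed with at least 2000 UMIs required per cell (0.035). T cell-like clusters 16 and 25 came to 98.5% from Vehicle-OVA and to 97.48% from Ribavirin. Monocyte-like cells were 11.2% of Vehicle, 2.21% of Vehicle-OVA, 11.03% of Ribavirin and 4.38% of Ribavirin-OVA, and the ribavirin pair was reversed with doublets kept (0.083), where the log2 ratio of the vehicle pair was -0.47 against -2.34. NK-like cells were 7.52%, 2.61%, 6.40% and 6.46% in the same order, and the vehicle pair was reversed when each library was clustered on its own (0.14). The ribavirin pair (0.013) was within counting error of 0 and moved to -0.67 at resolution 2.0. Conventional dendritic cell (cDC)-like cells were 4.90%, 1.62%, 4.89% and 3.15%, and plasmacytoid dendritic cell (pDC)-like cells 4.10%, 1.31%, 3.03% and 2.53%. Under the alternatives the log2 ratio of the ribavirin pair ranged from -2.05 to -0.060 for pDC-like cells. For cDC-like cells it ranged from -1.13 to -0.52. B cell-like cells were 1.29%, 1.41%, 1.66% and 1.28%, and both pairs moved most with a mitochondrial limit of 5%, to log2 ratios of -1.68 against 0.12 under vehicle and -1.73 against -0.37 under ribavirin. The ribavirin pair was reversed with a limit of 20% (0.013). Plasma cell-like cells were 5.30% of Vehicle, 1.80% of Vehicle-OVA, 3.07% of Ribavirin and 6.13% of Ribavirin-OVA. Their clusters 26 and 21 came to 91.6% from Vehicle-OVA and to 93.7% from Ribavirin-OVA. Their largest cluster, 11, came to 67.5% from Vehicle and to 32.1% from Ribavirin. Cells like group 2 innate lymphoid cells (ILC2), which secrete type 2 cytokines, numbered 151 (0.623%), 39 (0.226%), 89 (0.455%) and 302 (3.45%). The vehicle pair of this share was reversed with at least 1000 UMIs and 500 genes per cell (3.78), and under 4 other settings no cluster was named ILC2-like. Basophil-like cells numbered 6, 23, 10 and 25, and mast cell-like cells 6, 6, 7 and 21. Cells that were not leukocytes were kept too, with epithelial-like cells at 0.945% of Vehicle-OVA to 4.14% of Ribavirin-OVA. Shares of a library add up to a fixed total. The rise of the neutrophil-like share under vehicle, from 15.4% to 58.7%, therefore lowers the shares of other cells by construction. How much of the falls under vehicle this accounts for was not computed.

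**Figure D1:**
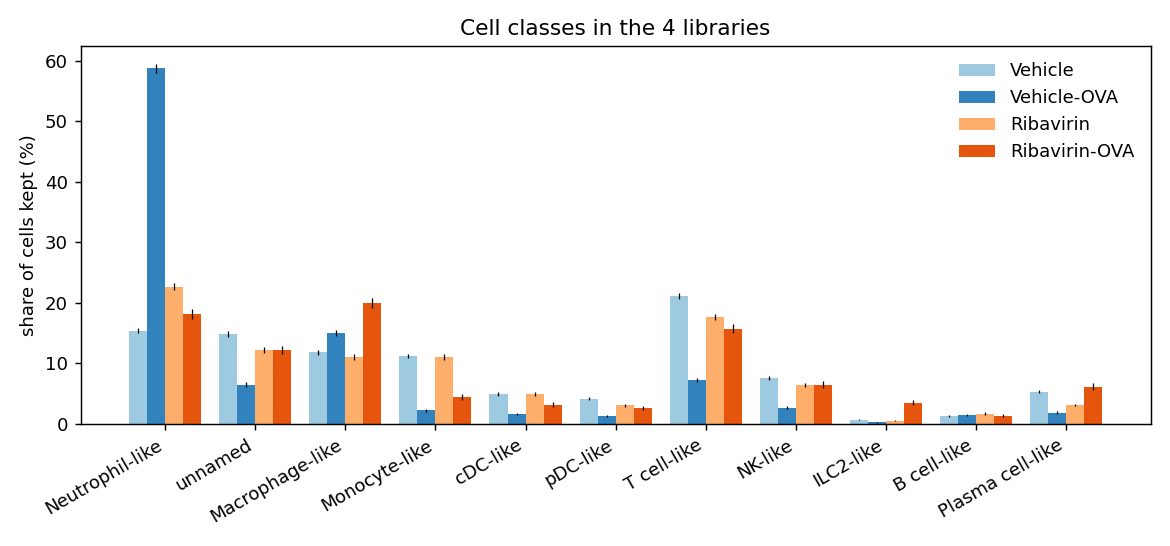
Share of the cells kept (%, vertical axis) that fell into the named cell classes shown and into unnamed clusters, per library. Bars are shares and error bars exact Clopper-Pearson 95% intervals, which cover counting error only. The neutrophil-like bar of Vehicle-OVA stands at 58.7%, against 15.4% to 22.7% in the other libraries.

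To ask which cells carry the transcript of G3bp1, the scaffold protein of stress granules that the study follows, G3bp1 was compared between classes within each library. G3bp1 (ENSMUSG00000018583) lies on the plus strand of chromosome 11 at 55469685 to 55504838 in GRCm38. In Vehicle it was found at 96.7 CPM (93.1 to 100.4) in macrophage-like cells and 32.9 CPM (29.4 to 36.6) in neutrophil-like cells, a 2.94-fold (2.62 to 3.31) difference. The fold was 3.25 (3.06 to 3.45) in Vehicle-OVA, 3.00 (2.71 to 3.33) in Ribavirin and 3.42 (2.98 to 3.94) in Ribavirin-OVA. The lowest value under an alternative was a log2 ratio of 0.34 in Vehicle, against 1.56, when classes were taken from single-cell marker UMIs. Macrophage-like cells did not have the most G3bp1. T cell-like cells had 158, 221, 157 and 219 CPM in Vehicle, Vehicle-OVA, Ribavirin and Ribavirin-OVA, 1.53- to 1.77-fold the level of macrophage-like cells, and B cell-like cells 1.33- to 1.87-fold. The cDC-like cells had 155, 273, 157 and 253 CPM in the same order. After thinning each cell to 1000 UMIs, a G3bp1 UMI was found in 9.13%, 13.7%, 7.24% and 12.6% of macrophage-like cells and in 2.70%, 4.68%, 2.32% and 3.21% of neutrophil-like cells. In T cell-like cells the shares were 13.2%, 19.6%, 13.5% and 19.0%. The thinning left out 102, 252, 0 and 133 macrophage-like, 99, 488, 0 and 91 neutrophil-like, and 63, 37, 0 and 20 T cell-like cells. Unthinned, the shares were 53.0%, 58.8%, 51.5% and 57.5% of macrophage-like, 7.40%, 11.4%, 7.99% and 10.2% of neutrophil-like, and 45.9%, 59.4%, 51.3% and 62.8% of T cell-like cells. The median depths behind them ranged from 8455.5 to 10121 UMIs in macrophage-like, from 2093 to 3020 UMIs in neutrophil-like and from 4125 to 5169 UMIs in T cell-like cells. No class was known to lack G3bp1, so the thinned share of neutrophil-like cells is an upper bound on what free RNA adds.

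**Figure D2:**
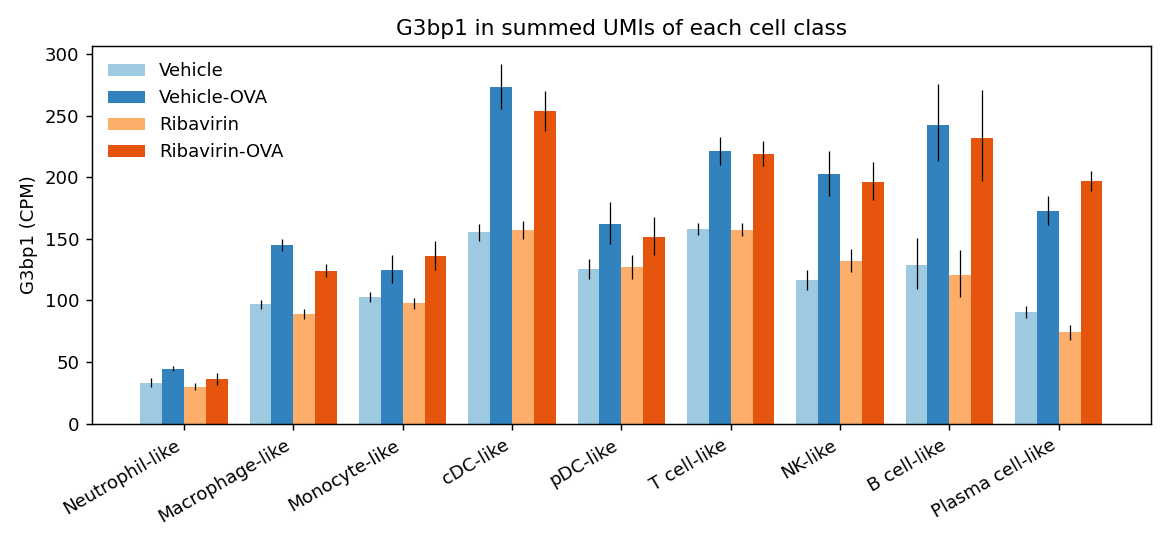
G3bp1 CPM (UMIs of the gene scaled to a common total, vertical axis) per cell class and library. Bars are CPM and error bars exact Poisson 95% intervals, which cover counting error only. Macrophage-like cells lie at 89.0 to 145 CPM, neutrophil-like cells at 29.7 to 44.5 CPM and T cell-like cells at 157 to 221 CPM.

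To ask whether OVA goes with a change of G3bp1 in macrophages, the libraries were compared within macrophage-like cells. G3bp1 was higher with OVA under vehicle, at 145 against 96.7 CPM (1.497-fold, 1.42 to 1.57), and under ribavirin, at 124 against 89.0 CPM (1.39-fold, 1.31 to 1.48). The median of all genes in this class was itself shifted, by a log2 ratio of 0.17 and 0.21, and relative to it G3bp1 was higher by 0.42 and 0.26. With a mitochondrial limit of 5% the log2 ratio under vehicle was 0.38, against 0.58. G3bp1 was also higher with OVA in each of the 8 other classes compared (neutrophil-, T cell-, monocyte-, NK-, cDC-, pDC-, B cell- and plasma cell-like cells), with the largest folds in plasma cell-like cells (1.91 and 2.66) and B cell-like cells (1.89 and 1.92). In neutrophil-like cells the folds were 1.36 (1.20 to 1.53) and 1.22 (1.04 to 1.44), and the direction changed under vehicle with cluster 2 added (log2 ratio -0.25), with single-cell marker UMIs (-0.011), with a 5% mitochondrial limit (-0.28), and in both pairs with each library clustered on its own (-0.51 and -0.11). With ribavirin, G3bp1 in macrophage-like cells was 0.92-fold (0.87 to 0.98) the level of vehicle without OVA and 0.86-fold (0.81 to 0.90) with OVA.

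Lrp1 (ENSMUSG00000040249, minus strand of chromosome 10 at 127538161 to 127621148 in GRCm38), a receptor for the uptake of dying cells, was higher with OVA in macrophage-like cells, at 282 against 139 CPM under vehicle (2.02-fold, 1.95 to 2.11) and 243 against 137 CPM under ribavirin (1.77-fold, 1.69 to 1.86). Relative to the median of all genes these were log2 ratios of 0.85 and 0.61. With a mitochondrial limit of 5% the log2 ratios were 0.40 and 0.21, against 1.02 and 0.83. With single-cell marker UMIs that under ribavirin was 0.25. The class was mostly cluster 6 in the OVA libraries and mostly cluster 5 in the others, so ratios in this class compare different clusters. No value of Lrp1 corrected for transcript length is given. With ribavirin Lrp1 was 0.98-fold (0.94 to 1.03) without OVA, which is within counting error, and 0.86-fold (0.83 to 0.89) with OVA. Of the other genes chosen in advance, Mertk was higher with OVA by 1.46- and 1.69-fold, Igf2r by 4.90- and 4.50-fold, Dync1h1 by 1.69- and 1.80-fold and Cd47 by 1.61- and 1.33-fold under vehicle and ribavirin. Calr was higher by 1.19- and 1.10-fold, which relative to the median of all genes were log2 ratios of 0.084 and -0.073. Axl (0.76- and 0.92-fold), Timd4 (0.34- and 0.51-fold) and Stab1 (0.70- and 0.90-fold) were lower with OVA, and each of these pairs was reversed with a mitochondrial limit of 5% (log2 ratios 0.76 and 0.70, 0.88 and 0.51, and 0.60 and 0.69). Cd36 was 0.88-fold (0.79 to 0.99) under vehicle and 1.78-fold (1.60 to 1.98) under ribavirin, and the first of these was reversed by several alternatives (0.33 with doublets kept). Il10 was 1.16-fold (1.03 to 1.31) and 1.49-fold (1.30 to 1.72), and the first was reversed with at least 2000 UMIs (-0.25). For Mettl1 and Wdr4, which encode a tRNA methyltransferase and its partner, a difference was not detectable at this depth for Mettl1 in either pair (1.14-fold, 0.98 to 1.32, and 0.93-fold, 0.78 to 1.11) or for Wdr4 under ribavirin (1.15-fold, 0.90 to 1.48), and Wdr4 under vehicle was 1.42-fold (1.14 to 1.78). Tyro3 had 5, 11, 6 and 26 UMIs in the 4 libraries.

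To measure the type 2 response, the cytokine and granulocyte genes that the study follows were compared over all cells kept. Il4 was found at 0.235 CPM in Vehicle and 5.73 CPM in Vehicle-OVA (24.4-fold, 17.3 to 35.4), and at 0.246 CPM in Ribavirin and 13.96 CPM in Ribavirin-OVA (56.6-fold, 41.0 to 80.5). Il13 was higher with OVA by 21.7-fold (15.3 to 32.0) and 48.2-fold (38.4 to 61.4), and Il5 by 3.74-fold (2.58 to 5.50) and 13.4-fold (10.7 to 17.0). The mean of single-cell CPM moved Il13 most, to log2 ratios of 3.04 and 4.33, against 4.44 and 5.59. Between the OVA libraries, Ribavirin-OVA had 2.44-fold the Il4, 7.08-fold the Il5 and 5.00-fold the Il13 of Vehicle-OVA. The classes behind these UMIs differed, since ILC2-like cells held 73.1% of the Il4 UMIs and 79.5% of the Il13 UMIs of Ribavirin-OVA, whereas in Vehicle-OVA basophil-like cells held 46.7% of Il4 and T cell-like cells 71.4% of Il13. Within ILC2-like cells, whose cluster is led by Il13, Il4 and Il5 among others, Il13 was at 43.5, 191, 105 and 943 CPM. In T cell-like cells Il13 was at 0.228, 46.4, 0.901 and 34.1 CPM, from 6, 320, 19 and 292 UMIs. The ribavirin pair of Il13 in T cell-like cells was reversed when each library was clustered on its own (log2 ratio -0.91) and with a mitochondrial limit of 20% (-1.09).

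Il10 over all cells was higher with OVA by 4.82-fold (4.55 to 5.12) and 4.63-fold (4.35 to 4.92). Il6 was higher by 7.15-fold (6.54 to 7.83) under vehicle and 1.45-fold (1.32 to 1.60) under ribavirin, and Ribavirin-OVA had 0.30-fold (0.28 to 0.33) the Il6 of Vehicle-OVA. Prg2, a granule gene of eosinophils, was lower with OVA, at 0.15-fold and 0.38-fold, but 91.2% to 96.5% of its UMIs lay in plasma cell-like cells. Epx had 0 UMIs in Vehicle, Vehicle-OVA and Ribavirin-OVA, which allows up to 0.0248, 0.0397 and 0.0440 CPM, and 1 UMI in Ribavirin. Mpo was at 1.01, 0.699, 3.62 and 6.88 CPM, or 0.69-fold (0.51 to 0.93) with OVA under vehicle and 1.90-fold (1.69 to 2.14) under ribavirin. The first of these was reversed with at least 2000 UMIs (log2 ratio 0.20) and as a mean of single-cell CPM (0.71), and the second with a mitochondrial limit of 5% (-1.29).

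To describe the OVA difference over all genes, log2 ratios of CPM were taken in neutrophil-like (10550 genes), macrophage-like (12278 genes) and T cell-like cells (11812 genes). The median of all genes was -0.36 under vehicle and 0.37 under ribavirin in neutrophil-like cells, 0.17 and 0.21 in macrophage-like cells and 0.38 and 0.37 in T cell-like cells. Ribosomal protein genes had lower medians with OVA, from -1.09 in neutrophil-like cells under vehicle to -0.70 in those under ribavirin, with the other 2 classes between. The ratios followed transcript length, with Spearman's rho across genes of 0.28 to 0.50 in these classes. In T cell-like cells the median rose from -0.50 in the tenth of genes with the shortest transcripts to 0.74 in the tenth with the longest under vehicle, and from -0.47 to 0.71 under ribavirin. In the comparisons of ribavirin with vehicle, rho lay between -0.016 and 0.13 in these classes.

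**Figure D3:**
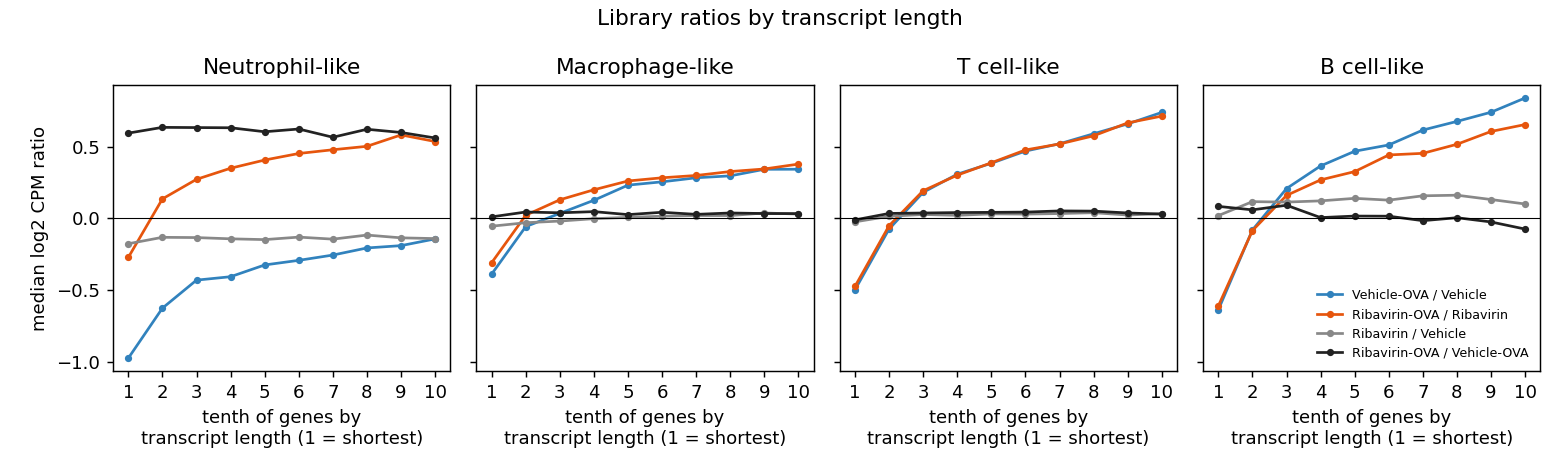
Median log2 ratio of CPM (vertical axis) for deciles of the genes from the shortest to the longest transcript (horizontal axis), in 4 cell classes and for the 4 pairs of libraries. Each line is 1 pair. The lines of both OVA pairs climb with length, in T cell-like cells from -0.50 to 0.74 and from -0.47 to 0.71.

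To ask whether OVA went with the same differences in vehicle and ribavirin mice, the log2 ratios of Vehicle-OVA over Vehicle were set against those of Ribavirin-OVA over Ribavirin, which come from 4 separate libraries. Across genes, which are not independent replicates, Pearson's r was 0.43 in neutrophil-like cells, 0.82 in macrophage-like cells and 0.76 in T cell-like cells (Spearman's rho 0.44, 0.82 and 0.80). The ratios had the same sign for 47.1%, 83.4% and 87.0% of the genes. In neutrophil-like cells the median of all genes was -0.36 under vehicle and 0.37 under ribavirin, which by itself sets the raw signs apart. With at least 500 UMIs per gene r in T cell-like cells was 0.83, the largest move. The ratios of ribavirin over vehicle, without against with OVA, gave r of 0.067, 0.084 and 0.18.

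The genes with the largest ratios in neutrophil-like cells under vehicle were Serpinb2 (201 CPM with OVA against 0.999, log2 ratio 6.66 with a pseudocount of 1 CPM), Csf3 (388 against 3.00 CPM, 6.61) and Nos2 (205 against 6.49 CPM, 4.78), and Gngt2 fell most (-2.87). Csf3 leads neutrophil-like cluster 1, which is mostly from Vehicle-OVA. Under ribavirin the largest were Hspa1b (3.68), Gpnmb (3.63) and Nos2 (3.03), and Mpo (-2.78) and Cxcl1 (-2.67) fell. Mpo had 106 UMIs in Ribavirin and 1 in Ribavirin-OVA (0.0006- to 0.13-fold). In Ribavirin-OVA against Vehicle-OVA, Camp (3.51) was higher, and Csf3 (-6.01) and Serpinb2 (-4.30) were lower. In Ribavirin against Vehicle, Mpo (2.62, from 106 against 3 UMIs, 7.79- to 115-fold), Csf3 (2.43) and Cxcl3 (2.20) were higher. Atp6v0d2 (-1.90, from 19 against 74 UMIs), Scimp (-1.28) and Hic1 (-1.27) were lower.

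In macrophage-like cells Ccl24 (9.26 under vehicle and 7.05 under ribavirin) and Chil3 (7.36 and 7.82) were among the 3 genes with the largest ratios in both OVA pairs, beside Arg1 under vehicle (8.98) and Retnla under ribavirin (9.04), and Cxcl13 fell in both (-4.03 and -5.52). Ccl24, Arg1 and Retnla lead cluster 6 and Cxcl13 leads cluster 5, so these ratios restate the split of the clusters. Lyz1 fell most under vehicle (-4.59). Without OVA, Arg1 (3.03) and Ccl24 (1.65) were higher with ribavirin and Lyve1 (-2.07) was lower. With OVA, Col1a2 (4.22), Col1a1 (3.91) and Col3a1 (3.54) had the largest ratios of ribavirin over vehicle, and Col1a1 and Col1a2 are leading genes of the stromal or endothelial-like cluster.

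In T cell-like cells the mast cell proteases Mcpt1, Mcpt2 and Mcpt4 had the largest ratios in both OVA pairs. Mcpt1 had 7 UMIs in Vehicle, 3433 in Vehicle-OVA, 0 in Ribavirin and 12145 in Ribavirin-OVA. In the OVA libraries 84.3% to 99.8% of the UMIs that T cell-like cells held of these 3 genes came from cluster 19, a T cell-like cluster of proliferating cells led by histone genes, and mast cell-like cells held more Mcpt1, with 11295 and 26417 UMIs. Cluster 19 was 0.26% of Vehicle-OVA and 0.63% of Ribavirin-OVA, so these ratios do not describe T cell-like cells at large. Whether mast cells were grouped into it was not tested. Hist1h1b (-2.77) fell most under vehicle and Xcl1 (-3.80) under ribavirin. In the ribavirin comparisons Arg1 (2.56) and Ccl1 (2.44) were higher without OVA. With OVA, Car1 (3.68, from 101 against 0 UMIs) and Scin (2.39) were higher and Ccl20 (-3.06) was lower.

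Gene lists were then compared in the same classes. For the genes that respond to interleukin-4 in macrophages (12 genes), the median log2 ratio in macrophage-like cells was 1.81 with OVA under vehicle and 2.56 under ribavirin, and both lay at percentile 100 of random lists matched on expression. Arg1, Retnla, Ccl24 and Mrc1, which lead cluster 6, are such genes. The largest moves were to 0.94 under vehicle with a mitochondrial limit of 5% and to 1.60 under ribavirin with single-cell marker UMIs. The medians of this list were 1.29 (percentile 100) and 0.56 (94.9) in T cell-like cells and 0.074 (97.05) and 1.32 (100) in neutrophil-like cells. High percentiles were therefore not limited to macrophage-like cells. In macrophage-like cells it was -0.20 for Ribavirin over Vehicle, which was reversed with doublets kept (0.064), and 0.57 for Ribavirin-OVA over Vehicle-OVA. Both were reversed with classes from single-cell marker UMIs (0.14, where counting error allows 0, and -0.24).

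Interferon-stimulated genes (23 genes), which respond to viruses among other stimuli, had medians of 0.92 (percentile 99.99) and 0.34 (66.0) in macrophage-like cells with OVA under vehicle and ribavirin, 1.09 and 1.04 (both percentile 100) in T cell-like cells, and 0.014 and 0.21 in neutrophil-like cells. For ribavirin over vehicle they were 0.11 without OVA and -0.54 with OVA in macrophage-like cells, 0.32 and 0.19 in T cell-like cells, and -0.39 and 0.083 in neutrophil-like cells. With single-cell marker UMIs the values of macrophage-like cells were reversed for OVA under ribavirin (-0.088) and for ribavirin without OVA (-0.022, where counting error allows 0). The interferon median of neutrophil-like cells for Ribavirin-OVA over Vehicle-OVA was -0.53 relative to the median of all genes. Stress granule genes (20 genes) had OVA medians of 0.47 (percentile 89.2) and 0.36 (76.2) in macrophage-like cells, and against random lists matched on transcript length as well these lay at percentiles 64.0 and 47.0. They were 0.61 and 0.67 in T cell-like cells and -0.11 and 0.57 in neutrophil-like cells. Relative to the median of all genes the stress granule median of neutrophil-like cells was 0.25 and 0.20. Efferocytosis genes (14 genes) had OVA medians of -0.071 (percentile 6.27) and 0.71 (99.8) in macrophage-like cells. These were -0.24 and 0.49 relative to the median of all genes, and against lists matched on transcript length as well they lay at percentiles 0.80 and 99.4. The medians of this list were 0.63 and 0.32 in T cell-like cells and -0.0098 and 0.60 in neutrophil-like cells. The value of T cell-like cells under vehicle was reversed with doublets kept (-0.34). Genes of dissociation stress (14 genes), which rise when tissue is digested, had OVA medians of 0.17 and -0.24 in macrophage-like cells, 0.73 and 0.13 in T cell-like cells, and -0.15 and 0.16 in neutrophil-like cells. The value of neutrophil-like cells under vehicle was reversed with single-cell marker UMIs (0.0083). With a mitochondrial limit of 5% the value of macrophage-like cells under ribavirin was reversed (0.20), and with at least 1000 UMIs and 500 genes per cell so was that of T cell-like cells under ribavirin (-0.037). Relative to the median of all genes the medians of this list were -0.0003 and -0.46 in macrophage-like cells and 0.21 and -0.21 in neutrophil-like cells. For ribavirin over vehicle its medians were 0.27 (percentile 100) without OVA and 0.0965 with OVA in macrophage-like cells. They were 0.20 (percentile 100) and -0.49 (percentile 0) in T cell-like cells, and -0.13 and 0.24 in neutrophil-like cells. The value of macrophage-like cells with OVA was reversed with a mitochondrial limit of 5% (-0.19) and with single-cell marker UMIs (-0.13).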

Values the study reported

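The study reported 12 cell clusters among CD45+ cells of the nasal mucosa of control and OVA mice.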

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

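The tests of the unnamed Siglecf cluster, of the UMI floor, of Mpo, of the clustering behind the plasma cell-like share, of single-cell marker UMIs for shares and gene lists, and of a shift of all genes were chosen after the results were seen. Each result in this part went in opposite directions beyond counting error, with OVA under vehicle and under ribavirin, or with ribavirin without and with OVA. The ribavirin directions were compared for G3bp1, Lrp1 and the gene lists in macrophage-like cells only. With 1 library per group the difference was not tested in any of them, and a difference between the mice or preparations of the libraries stays open throughout.

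The neutrophil-like share had a log2 ratio of 1.93 with OVA under vehicle and -0.32 under ribavirin. When neutrophil-like cells were taken from the UMIs of Csf3r, Cxcr2 and Il1r2 in single cells, the ratio under ribavirin was -0.16 (-0.21 to -0.10) and that under vehicle 1.02. With the unnamed Siglecf cluster added to the class it was -0.19 (-0.24 to -0.13) under ribavirin. The Ribavirin library holds no cell under 1782 UMIs, but with 2000 UMIs required in every library the ratio was -0.40 (-0.48 to -0.31). These values speak against naming, the Siglecf cluster and the UMI floor as the whole cause. The fall under ribavirin still depended on the filter, since it was -0.042 with at least 1000 UMIs and 500 genes. No interval is given for this value, which is too small to establish a fall in that setting. There the doublets removed changed little in the 2 libraries of this pair. They were 3.81% in place of 3.52% of Ribavirin and 0.885% in place of 0.749% of Ribavirin-OVA. Vehicle-OVA, which was clustered with them, lost 9.14% in place of 1.39%, and whether this bears on the value was not tested. A response to ribavirin, which the design names, and a difference between single libraries remain open and were not tested.

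The plasma cell-like share had a log2 ratio of -1.56 under vehicle and 1.00 under ribavirin. The directions held under each of the 12 alternatives run for this share, with values of -1.70 to -1.54 under vehicle and 0.83 to 1.07 under ribavirin. With each library clustered on its own the ratio was -1.60 under vehicle and 0.98 (0.82 to 1.15) under ribavirin, which argues against the joint clustering as the cause. The alternatives share the same marker genes, and whether the naming by these markers adds to the result cannot be told apart from a change in cells, because the marker sums disagree. The summed CPM of the 8 plasma cell markers over all cells gave -1.77 under vehicle and -0.015 under ribavirin, so that it did not rise. Jchain made up 87.3%, 68.4%, 85.5% and 73.0% of these marker UMIs in Vehicle, Vehicle-OVA, Ribavirin and Ribavirin-OVA, and without it the sums gave -0.45 and 0.88, in opposite directions. The sum without Jchain was computed after that of the 8 markers had been seen. The plasma cell-like clusters of the OVA libraries were each mostly from 1 library, 91.6% from Vehicle-OVA for cluster 26 and 93.7% from Ribavirin-OVA for cluster 21. Cluster 11, led by Jchain, held 5.16% of Vehicle and 3.04% of Ribavirin, but 0.0232% of Vehicle-OVA and 0.0343% of Ribavirin-OVA. It was thus lower with OVA in both pairs, unlike the class as a whole. Shares of a library add up to a fixed total. The neutrophil-like share went from 15.4% of Vehicle to 58.7% of Vehicle-OVA, which by construction lowers the shares of other cells. T cell-like (-1.55) and NK-like (-1.53) shares fell under vehicle by about as much, while macrophage-like (0.34) and B cell-like (0.12) shares did not fall. How much of the plasma cell-like fall remains among cells that are not neutrophil-like was not computed.

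The ILC2-like share had a log2 ratio of -1.46 under vehicle and 2.92 under ribavirin, from 151, 39, 89 and 302 cells in Vehicle, Vehicle-OVA, Ribavirin and Ribavirin-OVA. The fall under vehicle may come from the naming of clusters. The summed CPM of the ILC2 markers without Arg1 over all cells rose in both pairs, by 1.00 (0.95 to 1.04) under vehicle and 2.36 (2.32 to 2.40) under ribavirin. With at least 1000 UMIs and 500 genes per cell the share itself rose under vehicle (3.78). The marker sum runs over all cells, so it also counts transcripts of these genes in other classes. The higher neutrophil-like share of Vehicle-OVA also lowers the ILC2-like share by construction, by an amount that was not computed. The fall kept its direction with doublets kept (-0.63), at resolution 2.0 (-0.92) and with at least 2000 UMIs (-0.97). The rise under ribavirin went the same way in both measures, but its size ranged from 0.81 with doublets kept and 0.93 with at least 2000 UMIs to 4.48 with at least 1000 UMIs and 500 genes. A response to ribavirin behind it was not tested.

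Cd36 in macrophage-like cells had a log2 ratio of -0.18 under vehicle and 0.83 under ribavirin. The fall under vehicle may come from the naming of clusters, since it was 0.15 (-0.083 to 0.38) when macrophage-like cells were taken from single-cell C1q UMIs, while the ratio under ribavirin was 0.43 (0.28 to 0.57). RNA from other cells cannot be told apart from expression in macrophage-like cells here. In Ribavirin-OVA the olfactory neuron-like class had more Cd36 by CPM, with macrophage-like over olfactory neuron-like cells at a log2 ratio of -2.43 (-2.63 to -2.24), but that class was 1.21% of the cells, and how much of its RNA reached other droplets was not measured.

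Mpo over all cells had a log2 ratio of -0.53 under vehicle and 0.93 under ribavirin. For the fall, a changed share of monocyte-like cells is a candidate explanation. Monocyte-like cells held 94.7% of the Mpo UMIs of Vehicle. Their share fell from 11.2% to 2.21%, a log2 ratio of -2.34, but -0.47 with doublets kept. The Mpo ratio within them was -0.61 (-1.49 to 0.16), which counting error allows to be 0. The fall in share was mostly that of cluster 7, from 8.87% to 0.638%. Cluster 12, which has Mpo among its leading genes, went only from 2.31% to 1.58%. The mix of the class thus moved toward cluster 12, so a flat Mpo ratio within the class does not decide for a changed share alone. In Vehicle-OVA 56.9% of the 65 Mpo UMIs lay in neutrophil-like cells. The fall was not stable, with values of 0.20 at 2000 UMIs and 0.71 as a mean of single-cell CPM. For the rise, a changed share is argued against. The monocyte-like share fell under ribavirin too, from 11.03% to 4.38%, while Mpo within the class rose by 2.68 (2.497 to 2.87). The fall in share was not stable. Its log2 ratio was -1.33, but -0.0058 with a mitochondrial limit of 20%, -0.062 at resolution 0.5 and 0.083 with doublets kept. All these values stay below the Mpo rise of 0.93 over all cells in the main setting. The mix of the class moved toward cluster 12, which has Mpo among its leading genes, since cluster 12 held 3.47% of the Ribavirin cells and 3.31% of the Ribavirin-OVA cells while cluster 7 fell from 7.56% to 1.06%. This could account for part of the rise within the class, but not for a rise over all cells, since neither cluster gained in share. Mpo in neutrophil-like cells went the other way, from 106 UMIs in Ribavirin to 1 in Ribavirin-OVA, and whether cells with Mpo changed class stays open. The rise was reversed with a mitochondrial limit of 5% (-1.29).

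The dissociation stress list had median log2 ratios of -0.15 under vehicle and 0.16 under ribavirin in neutrophil-like cells, and 0.17 and -0.24 in macrophage-like cells. A shift of all genes in the class was examined as an explanation for the signs. In neutrophil-like cells the median of all genes was itself -0.36 under vehicle and 0.37 under ribavirin. Relative to it the list had 0.21 and -0.21, the other way round and still opposite. Random lists matched on expression, however, had medians of 0.0345 and 0.0414 there, and lists matched on length as well had 0.09 and 0.11. Genes at the level of this list thus did not show the shift of all genes, which argues against it as the source of the signs in neutrophil-like cells. The list lay at percentiles 28.5 and 75.5 of the lists matched on expression. In macrophage-like cells the shift does not account for a difference between the pairs. Relative to the median of all genes the list had -0.0003 and -0.46 there, with no rise left under vehicle. Random lists matched on expression had medians of -0.15 and -0.12, and lists matched on length as well 0.19 and 0.16. Whether the shift applies at the level of this list therefore stays open in macrophage-like cells. The pairs then differed by -0.46, against -0.41 before, since all genes were shifted alike in both. The directions were not stable. In neutrophil-like cells the fall under vehicle was reversed with single-cell marker UMIs (0.0083). In macrophage-like cells the fall under ribavirin was reversed with a mitochondrial limit of 5% (0.20) or 20% (0.055), with doublets kept (0.079) and at resolution 0.5 (0.065), and the rise under vehicle with each library clustered on its own (-0.070) and with at least 2000 UMIs (-0.064). A difference in how long tissue was digested was not tested. Other lists with opposite signs under vehicle and ribavirin had a vehicle median whose counting interval included 0. These were efferocytosis genes in macrophage-like cells (-0.071, -0.14 to 0.034, against 0.71) and in neutrophil-like cells (-0.0098, -0.16 to 0.17, against 0.60), and stress granule genes in neutrophil-like cells (-0.11, -0.18 to 0.037, against 0.57).

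The interferon-stimulated list in macrophage-like cells had a median log2 ratio of ribavirin over vehicle of 0.11 without OVA and -0.54 with OVA. Relative to the median of all genes these were 0.11 and -0.58, so a shift of all genes is argued against. The rise without OVA may come from the naming of clusters, since it was -0.022 (-0.046 to 0.051) when macrophage-like cells were taken from single-cell C1q UMIs. The fall with OVA was -0.73 (-0.81 to -0.65) there, and it was much smaller with a mitochondrial limit of 5%. A response to ribavirin or a difference between the 2 OVA libraries behind it was not tested.

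The IL-4-responsive list in macrophage-like cells had a median log2 ratio of ribavirin over vehicle of -0.20 without OVA and 0.57 with OVA. Relative to the median of all genes these were -0.20 and 0.53, which argues against a shift of all genes. The naming of clusters is a candidate explanation, since with macrophage-like cells from single-cell C1q UMIs the medians were 0.14 (-0.026 to 0.33) and -0.24 (-0.38 to -0.13).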

How the results depend on the processing

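The minimum of 2000 UMIs, leaving out cells over 50000 UMIs, the other naming rules, single-cell marker UMIs for the shares of classes and the gene lists, random lists matched on transcript length, and the removal of the length trend were chosen after the data had been seen. All alternatives listed beforehand were run. The values here are log2 ratios of OVA over no OVA, under vehicle or under ribavirin, unless stated otherwise. Whether a value moved was judged against its 95% interval, or for the named genes by 1.5 times their number. Of the 18 results that answer a comparison, 113 values under an alternative stayed within their interval, 96 moved and 7 were reversed. Of 127 further results, 1160 values stayed, 498 moved and 72 were reversed. Values that moved without a reversal are given by setting for the 18 results that answer a comparison, and the others only as these counts. A reversal was called where the interval of the main value excluded 0 and the value under the alternative had the other sign. The interval of the reversed value itself could include 0. This was so in macrophage-like cells from single-cell C1q UMIs for Cd36 under vehicle (0.15, -0.083 to 0.38). It also held there for ribavirin over vehicle without OVA, in the interferon-stimulated list (-0.022, -0.046 to 0.051) and the IL-4-responsive list (0.14, -0.026 to 0.33).

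With a mitochondrial limit of 5%, the direction was reversed for the macrophage-like share (-3.52 under vehicle and -2.22 under ribavirin), and Axl (0.76 under vehicle and 0.70 under ribavirin), Timd4 (0.88 under vehicle and 0.51 under ribavirin), Stab1 (0.60 under vehicle and 0.69 under ribavirin), the efferocytosis list median (-0.058 for ribavirin over vehicle with OVA) and the dissociation stress list median (0.20 under ribavirin and -0.19 for ribavirin over vehicle with OVA) in macrophage-like cells, and G3bp1 (-0.28 under vehicle) in neutrophil-like cells, and Il5 (-0.78 under vehicle) in T cell-like cells, and Mpo (-1.29 under ribavirin) in all cells. Without a change of direction, values moved for the neutrophil-like share (1.05 under vehicle and -0.50 under ribavirin) and G3bp1 of macrophage-like over neutrophil-like cells (2.28 in Vehicle-OVA), and G3bp1 (0.38 under vehicle and 0.32 under ribavirin), Lrp1 (0.40 under vehicle and 0.21 under ribavirin) and the IL-4-responsive list median (0.94 under vehicle and 1.66 under ribavirin) in macrophage-like cells, and Il13 (6.11 under ribavirin) in all cells. Here the macrophage-like cluster of the OVA libraries, led by Ccl24 and Arg1, stayed unnamed, which takes most OVA cells out of the macrophage-like class and shows the cause for its share. The cause was not tested for the other results.

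With a mitochondrial limit of 20%, the direction was reversed for the macrophage-like share (-0.36 under vehicle) and the B cell-like share (0.013 under ribavirin), and Axl (0.11 under ribavirin), Stab1 (0.041 under vehicle and 0.32 under ribavirin), Cd36 (0.25 under vehicle), the IL-4-responsive list median (0.050 for ribavirin over vehicle without OVA) and the dissociation stress list median (0.055 under ribavirin) in macrophage-like cells, and Il4 (-2.15 under ribavirin), Il5 (-0.94 under ribavirin) and Il13 (-1.09 under ribavirin) in T cell-like cells. Moved values of the same direction were those of the macrophage-like share (0.27 under ribavirin), and Lrp1 (0.95 under vehicle and 0.68 under ribavirin) and the IL-4-responsive list median (2.07 under vehicle and 2.18 under ribavirin) in macrophage-like cells. Here too 1 monocyte-like cluster (1873 cells) remained, beside a macrophage-like cluster of 6708 cells led by Ly6i. At resolution 0.5, the direction was reversed for the macrophage-like share (-0.40 under vehicle), and Axl (0.13 under ribavirin), Stab1 (0.032 under vehicle and 0.30 under ribavirin), Cd36 (0.28 under vehicle), the IL-4-responsive list median (0.059 for ribavirin over vehicle without OVA) and the dissociation stress list median (0.065 under ribavirin) in macrophage-like cells, and Il4 (-1.01 under ribavirin), Il5 (-0.24 under ribavirin), Il6 (-0.87 under ribavirin) and Prg2 (2.21 under vehicle) in T cell-like cells. The size but not the direction moved for the neutrophil-like share (-0.23 under ribavirin) and the macrophage-like share (0.25 under ribavirin), and Lrp1 (0.96 under vehicle and 0.69 under ribavirin) and the IL-4-responsive list median (2.07 under vehicle and 2.21 under ribavirin) in macrophage-like cells. Here too 1 monocyte-like cluster (1802 cells) remained, beside a macrophage-like cluster of 8894 cells. With doublets kept, the direction was reversed for the macrophage-like share (-0.38 under vehicle) and the monocyte-like share (0.083 under ribavirin), and Axl (0.15 under ribavirin), Stab1 (0.037 under vehicle and 0.33 under ribavirin), Cd36 (0.33 under vehicle), the IL-4-responsive list median (0.064 for ribavirin over vehicle without OVA) and the dissociation stress list median (0.079 under ribavirin) in macrophage-like cells, and the efferocytosis list median (-0.34 under vehicle) in T cell-like cells. The values that moved in the same direction were those of the neutrophil-like share (-0.18 under ribavirin) and the macrophage-like share (0.23 under ribavirin), and Lrp1 (0.95 under vehicle and 0.70 under ribavirin) and the IL-4-responsive list median (2.08 under vehicle and 2.23 under ribavirin) in macrophage-like cells. Here 1 monocyte-like cluster of 1927 cells remained, and a macrophage-like cluster of 7975 cells was led by Cxcl9 and Ly6i beside Cxcl13, which lead the main monocyte-like and macrophage-like clusters. Again the cause was not tested for results outside these classes.

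With no filter on cells, the direction was reversed for the macrophage-like share (-0.0006 under vehicle), and Stab1 (0.15 under ribavirin), Cd36 (0.061 under vehicle) and the IL-4-responsive list median (0.027 for ribavirin over vehicle without OVA) in macrophage-like cells, and Il10 (-0.70 under vehicle) in T cell-like cells. Without a change of direction, values moved for the neutrophil-like share (1.82 under vehicle and -0.23 under ribavirin) and the macrophage-like share (0.48 under ribavirin), and the IL-4-responsive list median (1.98 under vehicle and 2.32 under ribavirin) in macrophage-like cells. Here 1 monocyte-like cluster of 3871 cells remained in place of 2, of 3831 and 1800 cells. The cause was not tested further. With at least 1000 UMIs and 500 genes per cell, the direction was reversed for the ILC2-like share (3.78 under vehicle), and the dissociation stress list median (-0.037 under ribavirin) in T cell-like cells. Moved values of the same direction were those of the neutrophil-like share (1.87 under vehicle and -0.042 under ribavirin), and the IL-4-responsive list median (1.86 under vehicle) in macrophage-like cells. Again the cause was not tested. With at least 2000 UMIs per cell, the direction was reversed for the T cell-like share (0.035 under ribavirin), and Il10 (-0.25 under vehicle) and the dissociation stress list median (-0.064 under vehicle) in macrophage-like cells, and Mpo (0.20 under vehicle) in all cells. The size but not the direction moved for the neutrophil-like share (2.41 under vehicle), the macrophage-like share (0.67 under vehicle and 1.12 under ribavirin) and G3bp1 of macrophage-like over neutrophil-like cells (1.20 in Vehicle and 1.87 in Vehicle-OVA), and G3bp1 (0.70 under vehicle), Lrp1 (0.93 under vehicle) and the IL-4-responsive list median (1.61 under vehicle) in macrophage-like cells. The cause was not tested.

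With each library clustered on its own, the direction was reversed for the NK-like share (0.14 under vehicle), and Il10 (-0.22 under vehicle) and the dissociation stress list median (-0.070 under vehicle) in macrophage-like cells, and G3bp1 (-0.51 under vehicle and -0.11 under ribavirin) in neutrophil-like cells, and Il4 (-0.043 under ribavirin), Il5 (-0.011 under ribavirin), Il13 (-0.91 under ribavirin) and Il6 (-0.46 under ribavirin) in T cell-like cells. The values that moved in the same direction were those of the neutrophil-like share (0.43 under vehicle and -1.07 under ribavirin), the macrophage-like share (0.78 under vehicle) and G3bp1 of macrophage-like over neutrophil-like cells (1.34 in Vehicle and 2.51 in Vehicle-OVA), and G3bp1 (0.66 under vehicle), Lrp1 (0.90 under vehicle) and the IL-4-responsive list median (1.52 under vehicle) in macrophage-like cells. Again the cause was not tested. At resolution 2.0, among those 18 results, the values that moved were those of the neutrophil-like share (1.44 under vehicle and -0.62 under ribavirin) and G3bp1 of macrophage-like over neutrophil-like cells (2.07 in Vehicle-OVA). The cause was not tested.

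With the best class taken among those with 3 detected markers, the direction was reversed for G3bp1 (-0.25 under vehicle) in neutrophil-like cells. Without a change of direction, values moved for the neutrophil-like share (1.12 under vehicle and -0.19 under ribavirin) and G3bp1 of macrophage-like over neutrophil-like cells (0.69 in Vehicle and 1.52 in Vehicle-OVA). This moved cluster 2 (7902 cells) into the neutrophil-like class, which shows the cause. With classes from single-cell marker UMIs, the direction was reversed for the macrophage-like share (-1.23 under vehicle), and Timd4 (0.095 under ribavirin), Cd36 (0.15 under vehicle), the interferon-stimulated list median (-0.088 under ribavirin and -0.022 for ribavirin over vehicle without OVA), the efferocytosis list median (-0.26 for ribavirin over vehicle with OVA), the IL-4-responsive list median (0.14 for ribavirin over vehicle without OVA and -0.24 with OVA) and the dissociation stress list median (-0.13 for ribavirin over vehicle with OVA) in macrophage-like cells, and G3bp1 (-0.011 under vehicle) and the dissociation stress list median (0.0083 under vehicle) in neutrophil-like cells. Moved values of the same direction were those of the neutrophil-like share (1.02 under vehicle and -0.16 under ribavirin), the macrophage-like share (0.22 under ribavirin) and G3bp1 of macrophage-like over neutrophil-like cells (0.34 in Vehicle and 0.97 in Vehicle-OVA), and G3bp1 (0.58 under ribavirin), Lrp1 (0.25 under ribavirin) and the IL-4-responsive list median (1.95 under vehicle and 1.60 under ribavirin) in macrophage-like cells. Again the cause was not tested.

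With mitochondrial, ribosomal and haemoglobin genes left out of CPM, the direction was reversed for the dissociation stress list median (-0.055 under ribavirin) in T cell-like cells. The size but not the direction moved for G3bp1 of macrophage-like over neutrophil-like cells (1.80 in Vehicle and 1.84 in Vehicle-OVA), and G3bp1 (0.45 under vehicle and 0.37 under ribavirin), Lrp1 (0.88 under vehicle and 0.72 under ribavirin) and the IL-4-responsive list median (1.67 under vehicle) in macrophage-like cells. By construction this scaling raises all other genes more where these genes take more UMIs. With the mean of single-cell CPM, the direction was reversed for Mpo (0.71 under vehicle) in all cells. The values that moved in the same direction were those of G3bp1 of macrophage-like over neutrophil-like cells (1.77 in Vehicle and 1.44 in Vehicle-OVA), and G3bp1 (0.70 under vehicle and 0.64 under ribavirin), Lrp1 (0.80 under vehicle and 0.66 under ribavirin) and the IL-4-responsive list median (1.56 under vehicle and 2.22 under ribavirin) in macrophage-like cells, and Il13 (3.04 under vehicle and 4.33 under ribavirin) in all cells. This mean weights cells of few UMIs as much as deep ones. With cells over 50000 UMIs left out, the values that moved were those of the IL-4-responsive list median (2.22 under ribavirin) in macrophage-like cells.

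With a pseudocount of 10 CPM, the values that moved were those of the IL-4-responsive list median (1.70 under vehicle and 1.84 under ribavirin) and the correlation of the OVA ratios (0.86) in macrophage-like cells, and the correlation of the OVA ratios (0.83) in T cell-like cells. With at least 500 UMIs per gene, the values that moved were those of the correlation of the OVA ratios (0.47) in neutrophil-like cells, and the correlation of the OVA ratios (0.86) in macrophage-like cells, and the correlation of the OVA ratios (0.83) in T cell-like cells. Without the transcript length trend, the values that moved were those of the correlation of the OVA ratios (0.37) in neutrophil-like cells, and the correlation of the OVA ratios (0.80) in macrophage-like cells, and the correlation of the OVA ratios (0.70) in T cell-like cells. Of the 72 gene picks named by the rule, 41 were picked with a pseudocount of 10 CPM as well, 55 with at least 200 UMIs per gene and 70 with size factors. The cause of the changes in this paragraph was not tested.

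No value could be had where a library had no UMI of a gene in T cell-like cells. This held for Il4, Il5, Il6, Il13 and Prg2 under 20% mitochondrial UMIs, for Il4, Il5, Il6 and Prg2 with no filter on cells, for Il5 and Il6 at resolution 0.5, and for Prg2 with each library clustered on its own, in at least 1 pair each. No cluster was named ILC2-like at resolution 0.5, with no filter on cells, or with a mitochondrial limit of 5% or 20%, nor in the vehicle pair with each library clustered on its own. The doublet step itself moved with the filter in Vehicle-OVA, where it marked 1.39% of the cells in the main setting, 9.95% with a mitochondrial limit of 5% and 9.14% with at least 1000 UMIs and 500 genes.

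Depth limited the genes with few UMIs most, such as Tyro3 and Timd4 in macrophage-like cells and the type 2 cytokines in T cell-like cells of the libraries without OVA. The Ribavirin-OVA library had the fewest cells in total, 8751, while Vehicle-OVA had fewer T cell-, NK-, plasma cell- and ILC2-like cells. No paired analysis was possible because each group has 1 library, with replicate number 1 only.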

Other observations

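The tests of a library batch and of a G3bp1 shift shared by all classes were chosen after the results were seen.

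The number of clusters here was 35, and they were named from marker genes into 15 classes. Both numbers are higher than the value quoted from the study above, which is for CD45+ cells. The 15 classes include epithelial-, stromal or endothelial- and olfactory neuron-like cells, which are not leukocytes. Without these, the classes are no more numerous than the study's clusters. The study identified its clusters by previously defined markers, so the number of classes is the closer comparison. All 4 libraries were clustered here, and the resolution was set before the data were examined.

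The OVA ratios were shared between T cell-like and B cell-like cells, the only classes compared in this way. Across 7308 genes, which are not independent replicates, the log2 ratios of T cell-like and B cell-like cells correlated with Pearson's r of 0.77 under vehicle and 0.72 under ribavirin. For ribavirin over vehicle r was 0.45 both without and with OVA. Longer transcripts had higher ratios in both OVA pairs, and transcript length bias is a candidate explanation for part of the pattern, but without the length trend r was still 0.69 and 0.61. Without the trend with GC content it was 0.77 and 0.72. RNA from other cells, which would reach both classes alike, is argued against as the whole cause by the genes that both classes held above the level of all cells, where r was 0.80 and 0.78, whereas the ribavirin pairs dropped to 0.043 and 0.16 among such genes. A difference in preparation or sequencing between the OVA libraries and the others and a response of all cells to OVA cannot be told apart, because every OVA library is set against a library without OVA and r over all genes (0.72 in the lower pair) is what either would give. The labels give no batch.

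G3bp1 was higher in macrophage-like cells of both OVA libraries. Whether this exceeds a shift shared by all cell classes cannot be told apart from the values, since 4 of the 8 other classes compared reached the lower counting bound of the macrophage-like ratio in both pairs and the other classes stayed below it in at least 1 pair. Transcript length bias cannot be told apart either. The G3bp1 transcript is 6703 bases long, among the longer ones, and without the length trend its ratio in macrophage-like cells was 0.22 (0.14 to 0.29) under vehicle and 0.077 (-0.010 to 0.16) under ribavirin, where counting error allows 0.

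The IL-4-responsive genes were higher in macrophage-like cells of both OVA libraries. RNA from other cells would be likely to lift the list by as much in other classes, but the median in macrophage-like cells exceeded those in neutrophil-like and T cell-like cells in both pairs, by at least 0.51 on the log2 scale. A response of macrophages to OVA is left as a hypothesis, since the cells of cluster 6 were grouped by some of the same genes.

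The large unnamed cluster 2 was led by Siglecf, Ltc4s, Igfbp6, Gpc3 and Adamdec1, and held 7902 cells with a median of 2769 UMIs. Its best class was eosinophil, with 1 detected marker, and Epx, an eosinophil gene, had a single UMI among the 69792 cells kept. No biological explanation of this cluster was tested.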
